A study of Mus musculus with 13 samples. Its data were reported in "Estrogen receptor-α ablation reverses muscle fibrosis and inguinal hernias" (2025).

How the data were processed

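ESR1 (estrogen receptor alpha) was profiled by ChIP-Seq, which sequences DNA fragments recovered with an antibody to the receptor, in primary fibroblasts grown from the lower abdominal muscle (LAM) of Aromhum mice. These mice carry the human gene for aromatase, the enzyme that makes estradiol. Cultures received vehicle, 10 nM estradiol (E2), 10 nM E2 plus 100 nM fulvestrant, or 100 nM fulvestrant alone, and were harvested after 1 hour of E2 or its solvent. Fulvestrant is an ESR1 antagonist that also lowers the amount of the receptor. Of the 13 samples, 12 were ESR1 libraries with a peak list each, 3 per treatment, and the input sample was not analysed here. Groups and replicate numbers were taken from the sample labels.

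Per the study's methods, the authors trimmed single-end reads with Trimmomatic, aligned them to mm10 with Bowtie2, removed duplicates with Picard, and called peaks with MACS2. Each deposited list belonged to 1 library, so peaks were treated here as called per library; the methods did not state this. The authors also described removing peaks in blacklisted regions before their own downstream work; whether the deposited lists were taken before or after that filter was not stated. Each deposited list gave, for every peak, its position, its summit, the fold enrichment at the summit over local background as a ratio, and a score, all computed by the authors. The deposited lists also gave the −log10 of the p-value and of the q-value, the latter adjusted by the authors within that library. The score was the −log10 p rescaled to a whole number and was not used here. The smallest −log10 p of a library lay between 2.00 and 2.04, so the lists had been kept by p-value, and between 5.64% and 26.1% of a library's peaks had a q-value above 0.05. The design of the tests had assumed a q-value threshold; all deposited peaks were kept in the main results and a q-value of at most 0.05 was added as an alternative. Fold, p and q belonged to a peak within its own list. They were used only to describe, rank or filter peaks within that list, except in the ERE search of regions that separated treatments. There the peak with the highest −log10 q among the libraries of the treatment gave the summit that was searched.

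Read totals were not part of the peak lists. For peaks with a −log10 p of at most 100, the fold and the p-value of a peak together fix the number of fragments at the summit and the local background under the peak caller's Poisson model. In all 12 libraries 100% of the tested peaks gave a whole number of fragments. The recovered background was divided by the length of the shortest peak in the list. This ratio, expressed as a percent of the median library, served as a relative depth. A share reported for a single library carries a Wilson 95% interval, which covers counting error only.

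Peaks were compared as positions. Lists were merged over the 12 libraries into regions where peaks overlapped by at least 1 bp, and a library had a region when it had a peak in it. A region was counted for one treatment and against another when 3 of 3 libraries of the first and 0 of 3 of the second had it. Similarity between libraries was the Jaccard index, the bases covered by peaks of both libraries divided by the bases covered by either. Peak summits were annotated against GENCODE vM21 (GRCm38, the assembly of mm10), with the basic transcript set. A summit within 3 kb of a transcription start site (TSS) was a promoter peak; the remaining summits were exonic, intronic or, outside all genes, distal intergenic. An estrogen response element (ERE) was GGTCANNNTGACC with at most 1 mismatch, within 100 bp of the summit on either strand, and the background was the same search centred 2 kb upstream of each summit. A PLAG-type site, used in one of the additional observations, was GRGGC (R is A or G) followed after 6 to 8 bp by GGG, within 100 bp of the summit on either strand. A peak was repeat-masked when over 50% of the bases within 100 bp of its summit were soft-masked in the reference genome.

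Measures per library were compared between treatments with two-sided exact permutation tests on the difference in means. With 3 libraries against 3 there are 20 arrangements and the smallest possible p is 0.1, so no such comparison can reach 0.05. Comparing 3 E2 libraries with the 9 others gives 220 arrangements and a smallest p of 0.00455, and comparing the 6 libraries given E2 with the 6 not given it gives 924. The difference of differences between the effect of fulvestrant with and without E2 was tested over 369600 assignments of libraries to treatments. Each measure was tested in a family of 7 comparisons, and Benjamini-Hochberg adjusted p-values are given beside raw ones. Presence of each region in the E2 libraries against the 9 others was tested with Fisher's exact test. The study modelled read counts in consensus peaks and adjusted them for batch. Neither step can be run from peak lists, and the labels gave no batch, so peak lists were compared as lists and no batch term was used.

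Tests, samples, named genes and most alternatives were fixed before the data were examined. The named genes were a list of 13 for E2, taken from the study's text, and 3 that it gives as common to its data sets under E2 plus fulvestrant. Greb1 was among the 13 as a positive control of the ChIP, and Smad3 and Tgfb2 as genes induced in expression, so the list is not one of genes with raised binding. Efemp1 is the gene the text calls FBLN3. For each, peaks whose nearest TSS was that of the gene were counted. Named regions were the 5 in each of 3 sets with the best mean rank by −log10 q in the lists that had them, and not all are printed. The alternatives fixed in this way were a −log10 q of at least 5 or 10, the same number of strongest peaks per library (34293, the length of the shortest list), bases covered in place of peaks, autosomes only, other rules for regions, promoters and EREs, each replicate left out in turn, and the replicate number as a block. Alternatives chosen after seeing the data were the q-value of at most 0.05, the removal of repeat-masked peaks, and leaving out the 2 libraries richest in such peaks. The ERE share of the 1000 strongest peaks by −log10 q, and the comparison of ERE shares between libraries given E2 and not given it, were also added after seeing the data.

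Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures matplotlib 3.10.9, and interval overlaps were checked against bedtools 2.31.1. The region rule was tested on simulated lists with 16200 regions for the comparison of E2 with the 9 other libraries, where it recovered 200 of 200 planted regions with 0 false calls. Planted regions had a peak in every simulated E2 library, and noise peaks never overlapped between libraries. This result was therefore largely built in. It checks the computation and does not estimate missed or false regions in the real lists.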

Results

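The 12 lists together held 686823 ESR1 peaks. Vehicle libraries had 51239, 34293 and 39763 peaks, and E2 libraries had 104571, 60910 and 68971 in replicates 1, 2 and 3. With E2 plus fulvestrant the lists held 40939, 50869 and 66218 peaks, and with fulvestrant alone 42541, 80754 and 45755. Median peak width per library ranged from 372 to 528 bp, and the median fold enrichment given by the authors from 2.82 to 4.15. Relative depth, recovered from the background under the peaks, was between 92.0% and 106% of the median library in 10 of the 12. It was 39.1% in E2 replicate 1 and 75.8% in fulvestrant replicate 2.

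The same pair of libraries differed from the rest in where their peaks lay. Of the peaks of E2 replicate 1, 59.4% were repeat-masked (Wilson 95% interval 59.1% to 59.7%), and of those of fulvestrant replicate 2, 27.9% (27.6% to 28.2%). The other 10 libraries had between 5.57% and 7.79%. The Y chromosome carried 1193 peaks in E2 replicate 1 and 206 in fulvestrant replicate 2, against 20 to 43 in each of the other 10. Comparisons that include either library are therefore given with the value obtained without it where that changes the result.

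The first question was whether E2 raised the number of ESR1 peaks and whether the antagonist lowered it again. Lists held 41765 ± 8649 peaks with vehicle, 78151 ± 23233 with E2, 52675 ± 12736 with E2 plus fulvestrant and 56350 ± 21196 with fulvestrant (mean ± SD, n = 3 each). E2 libraries had 1.48 times as many peaks as E2 plus fulvestrant libraries, a difference within the spread between replicates (two-sided exact permutation test, p = 0.2, adjusted p = 0.28, smallest possible p 0.1). Among the alternatives, a −log10 q of at least 10 moved this ratio most, to 2.25 (exact p = 0.1), and removal of repeat-masked peaks left 1.11 (exact p = 0.7). All 3 E2 libraries had more peaks than all 3 vehicle libraries, at a ratio of 1.87 (two-sided exact permutation p = 0.1, the smallest possible, adjusted p = 0.233). Fulvestrant alone gave 1.35 times the vehicle number (exact permutation p = 0.4, adjusted p = 0.4), which was 1.06 times without fulvestrant replicate 2. E2 plus fulvestrant gave 1.26 times the vehicle number (exact permutation p = 0.3, adjusted p = 0.35).

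Against the 9 other libraries together, the 3 E2 libraries had 1.55 times as many peaks (two-sided exact permutation p = 0.0318, adjusted p = 0.223). Of the 3, 1 library lay above all 9 others. Without E2 replicate 1 the ratio was 1.29 (exact permutation p = 0.218), and with a −log10 q of at least 10 it was 2.57 (exact permutation p = 0.00455, the smallest possible). The mean number of peaks was lower with fulvestrant in the presence of E2 and higher in its absence, with a difference of differences of −40060 peaks that did not exceed the spread between libraries (two-sided exact permutation p = 0.0844, adjusted p = 0.233). In covered sequence, peaks spanned 23.2 ± 7.46 Mb with vehicle, 49.0 ± 7.49 Mb with E2, 29.6 ± 9.54 Mb with E2 plus fulvestrant and 31.9 ± 9.18 Mb with fulvestrant (mean ± SD, n = 3 each).

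**Figure D1:**
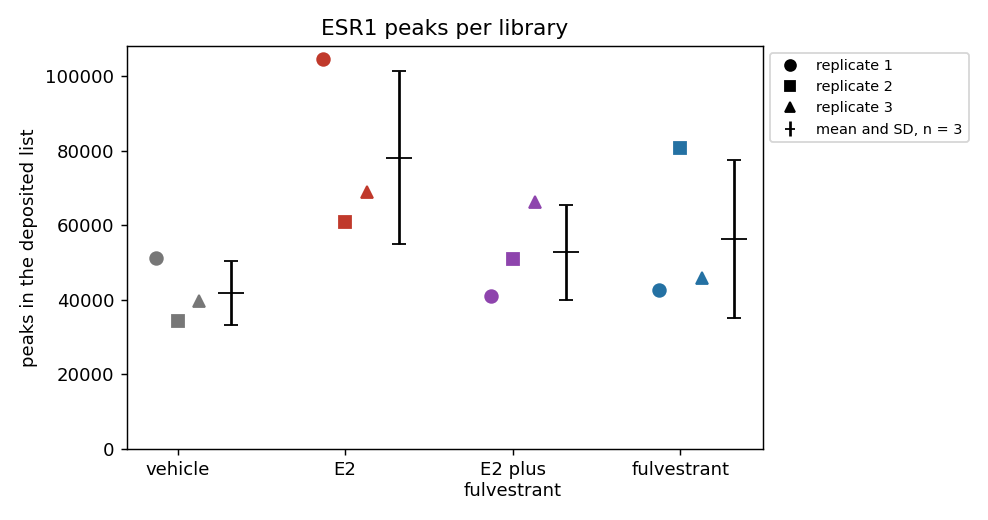
Number of ESR1 peaks in each deposited list (y axis) by treatment (x axis), with one point per library shaped by replicate number and bars for the mean and SD of 3 libraries. E2 replicate 1 has 104571 peaks and fulvestrant replicate 2 has 80754, and the other 10 libraries lie between 34293 and 68971.

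The next question was where ESR1 peaks lay relative to genes. Promoter peaks made up 42.0% ± 3.45 of the list with vehicle, 30.7% ± 6.33 with E2, 37.7% ± 4.69 with E2 plus fulvestrant and 39.0% ± 5.11 with fulvestrant (SD, n = 3). The promoter share of E2 libraries differed from that of E2 plus fulvestrant libraries by −6.98 percentage points (two-sided exact permutation p = 0.2, adjusted p = 0.28). Without E2 replicate 1 the difference was −3.39 points (exact permutation p = 0.4), and after removal of repeat-masked peaks it was 0.111 points (exact permutation p = 0.9). Against the 9 other libraries the E2 libraries differed by −8.83 points (two-sided exact permutation p = 0.0182, adjusted p = 0.127), and by −5.24 points without E2 replicate 1 (exact permutation p = 0.145).

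Distal intergenic peaks made up 22.7% ± 1.46 with vehicle, 31.8% ± 9.43 with E2, 24.9% ± 1.45 with E2 plus fulvestrant and 24.6% ± 2.69 with fulvestrant (SD, n = 3). Single E2 libraries had 42.7%, 26.3% and 26.5% in replicates 1, 2 and 3. E2 libraries exceeded E2 plus fulvestrant libraries by 6.91 percentage points, with all 3 above all 3 (two-sided exact permutation p = 0.1, the smallest possible, adjusted p = 0.152). Without E2 replicate 1 the excess was 1.47 points, and after removal of repeat-masked peaks the difference changed sign, to −1.002 points (exact permutation p = 1). Against the 9 others the excess was 7.76 points (two-sided exact permutation p = 0.0227, adjusted p = 0.152) and without E2 replicate 1 it was 2.32 points (exact permutation p = 0.182).

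**Figure D2:**
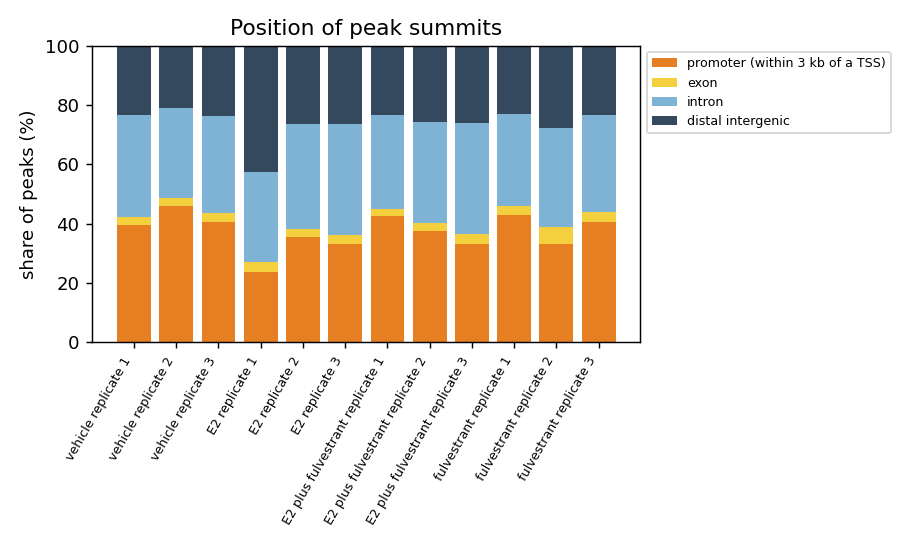
Share of each library's peaks by position relative to genes (y axis, percent) for the 12 libraries (x axis), as stacked bars of promoter, exon, intron and distal intergenic summits. The distal share is 42.7% in E2 replicate 1 and between 21.0% and 27.7% in the other 11 libraries.

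The ERE is the sequence ESR1 binds directly, and its frequency at summits was compared with that in sequence 2 kb upstream. Over all peaks an ERE lay at 1.83% ± 0.0960 of summits with vehicle, 2.08% ± 1.18 with E2, 2.75% ± 0.266 with E2 plus fulvestrant and 1.48% ± 0.462 with fulvestrant (SD, n = 3). The background was between 0.552% and 1.06% per library. Only in E2 replicate 1 did it exceed the share at summits (1.06% against 0.755%). E2 libraries differed from the 9 others by 0.0615 percentage points, well within the spread (two-sided exact permutation p = 0.895, adjusted p = 0.895). With a −log10 q of at least 10 the difference was −1.28 points (exact permutation p = 0.477). The 6 libraries given E2, with or without fulvestrant, exceeded the 6 not given it by 0.760 points, with 5 above all 6 and E2 replicate 1 below all (two-sided exact permutation p = 0.0758, adjusted p = 0.35), a comparison added after seeing the data. The excess was 1.09 points without E2 replicate 1 (exact permutation p = 0.00216, the smallest possible). The 3 E2 plus fulvestrant libraries all lay above the 3 vehicle libraries, by 0.922 points on average (two-sided exact permutation p = 0.1, the smallest possible, adjusted p = 0.35).

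Among the 1000 strongest peaks of each library, a measure added after seeing the data, the ERE share was 11.5%, 10.2% and 12.3% in vehicle replicates 1, 2 and 3. It was 1.4%, 32.1% and 24.9% in the E2 replicates. E2 plus fulvestrant replicates had 23.3%, 33.5% and 33.3%, and fulvestrant replicates had 9.3%, 3.1% and 11.9%. The background among these peaks was between 0.3% and 0.7%. The 6 libraries given E2, with or without fulvestrant, had 24.8% ± 12.3 and the 6 not given E2 had 9.72% ± 3.43 (SD), a difference of 15.0 points (two-sided exact permutation p = 0.0152, adjusted p = 0.106 over 7 comparisons). Of the 6 libraries given E2, 5 lay above all 6 without it and 1, E2 replicate 1, lay below all of them. E2 libraries were not distinguishable from E2 plus fulvestrant libraries, at −10.6 points (two-sided exact permutation p = 0.5, adjusted p = 0.583). Without E2 replicate 1 the means were 28.5% ± 5.09 with E2 (SD, n = 2) and 30.0% ± 5.83 with E2 plus fulvestrant (SD, n = 3).

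**Figure D3:**
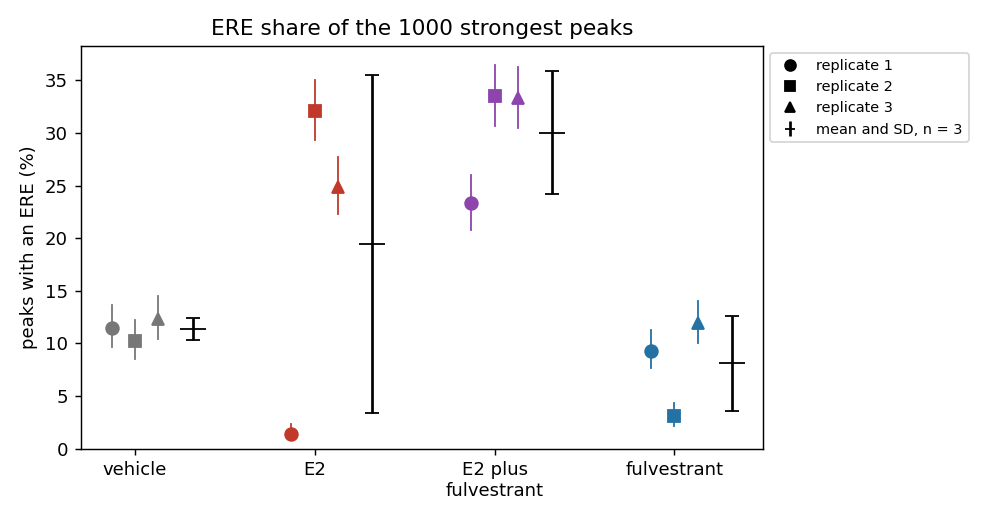
Share of the 1000 strongest peaks of each library with an ERE within 100 bp of the summit (y axis, percent) by treatment (x axis), with Wilson 95% intervals on the points and bars for the mean and SD of 3 libraries. E2 replicate 1 (1.4%) and fulvestrant replicate 2 (3.1%) lie below all other libraries, and the other libraries given E2 lie between 23.3% and 33.5%.

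The next comparison asked whether libraries of one treatment shared more peaks than libraries of different treatments. The mean Jaccard index was 0.317 over 12 pairs of the same treatment and 0.307 over 54 pairs of different treatments. The difference was 0.00934 (exact permutation p = 0.244 over 369600 assignments). Unlike the other permutation tests, this test was one-sided, for a higher index within treatments. With a −log10 q of at least 10 the difference was 0.0581 (one-sided exact permutation p = 0.0148). E2 replicate 1 had a mean index of 0.0977 with the 10 libraries other than fulvestrant replicate 2, and fulvestrant replicate 2 had 0.216 with the same 10. The 45 pairs among those 10 libraries had a mean of 0.378 and a range from 0.271 to 0.503.

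**Figure D4:**
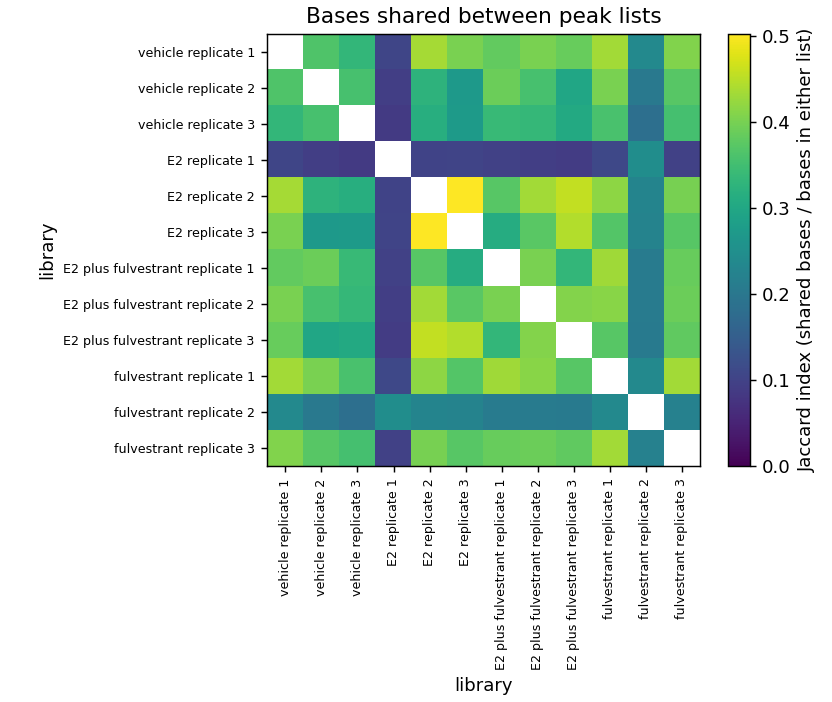
Jaccard index of the bases covered by peaks for every pair of the 12 libraries (both axes), as a colour scale. E2 replicate 1 has an index between 0.0863 and 0.247 with every other library, and pairs that include neither it nor fulvestrant replicate 2 lie between 0.271 and 0.503.

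Merging the lists gave 228284 regions. Of these, 146558 (64.2%) had a peak in a single library, and E2 replicate 1 accounted for 66023 (45.05%) of those. All 12 libraries had 7816 regions. All 3 libraries of a treatment had 14820 regions with vehicle, 13421 with E2, 20376 with E2 plus fulvestrant and 15310 with fulvestrant. Of the 37241 regions in both of the other E2 libraries, 36.0% had a peak in E2 replicate 1 and 90.7% in at least one E2 plus fulvestrant library.

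Regions that separated the treatments were few. There were 473 regions in all 3 E2 and no E2 plus fulvestrant library, and 167 in the opposite direction. Without E2 replicate 1 these were 3510 and 188. Counting regions in at least 2 of 3 E2 libraries gave 4868, the alternative that moved the first count most. E2 against vehicle gave 785 regions in all E2 and no vehicle library (7497 without E2 replicate 1) and 37 in the opposite direction. Fulvestrant against vehicle gave 328 regions (1137 without fulvestrant replicate 2) and 211 in the opposite direction. There were 52 regions in all 3 E2 libraries and none of the 9 others, and 1492 without E2 replicate 1. Each of these 7 counts was higher with any of its replicates left out, since the rule then asks for fewer libraries. The opposite directions reached 1209 regions without E2 plus fulvestrant replicate 1, and 334 and 1044 without vehicle replicate 2. Each of the 52 had a two-sided Fisher's exact p of 0.00455, the smallest possible, and an adjusted p of 0.603. Over all 228284 regions 0 had an adjusted p below 0.05. Passing would need more regions with a Fisher's exact p as low as 0.00455 than the 13421 in all 3 E2 libraries. No region could therefore pass, and the 0 does not argue against differences at single regions. A raw p below 0.05 was found for 2294 regions, 2271 of them with peaks more often in E2 libraries. With 3 libraries against 9, a region in few libraries can pass 0.05 only toward E2. The opposite direction needs peaks in most of the 9 others. Since 64.2% of regions had a peak in a single library, this imbalance does not decide on a direction.

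Few of the separating regions were among the strongest. The median of their mean rank percentile, where 0 is the top of a list, was 52.0 for E2 and not E2 plus fulvestrant, 57.9 for the opposite direction and 62.4 for E2 and no other treatment. By this percentile 1 region of the second set lay in the top 10%, and 0 of the first and last sets did. The best-ranked of the first set was a promoter region near Gm16379 on chromosome 9, from 14846981 to 14847610 (mm10), 1590 bp from the TSS. It ranked 947, 10487 and 11480 in E2 replicates 1, 2 and 3. The next was a promoter region of Ddrgk1 on chromosome 2, from 130664297 to 130664958, 133 bp from the TSS. Of the second set the best-ranked region lay in an intron on chromosome 2, from 157178188 to 157178749, with the TSS of Gm14277 nearest at 9728 bp. It ranked 3443, 6102 and 4590 in the E2 plus fulvestrant replicates, and 67.2% of its summit window was repeat-masked. The best-ranked region of E2 and no other treatment was intergenic on chromosome 6, from 82854160 to 82854844, 23255 bp from the TSS of Gm32591, and 66.2% of its summit window was repeat-masked.

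An ERE was looked for within 100 bp of the summit of each region's strongest peak. It was found in 5 of the 473 regions of E2 and not E2 plus fulvestrant (1.06%, Wilson 95% interval 0.452% to 2.45%). It lay in 8 of the 167 of the opposite direction (4.79%, 2.45% to 9.17%). The shares differed by −3.73 percentage points (two-sided Fisher's exact p = 0.00692), a test that describes these regions and does not treat libraries as replicates. Without E2 replicate 1 the difference was −2.19 points (Fisher's exact p = 0.0986).

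The number of peaks nearest to each gene that the study's text mentions in connection with E2 was compared between E2 and E2 plus fulvestrant. Of 13 genes in that list, 10 had a higher mean number of peaks with E2 and 2 a lower one. E2 lists held 1.48 times as many peaks in total, which by itself favours higher means with E2. The libraries of the 2 treatments did not overlap for 1 gene, where chance gives 10%. That gene was Fbln7 (ENSMUSG00000027386.9, chromosome 2, 128862981 to 128897034), with 1.33 ± 0.577 peaks with E2 and none with E2 plus fulvestrant in any of 3 libraries (two-sided exact permutation p = 0.1, and p = 1 adjusted over the list alone, the 16 named genes). Its strongest peak lay 28555, 28273 and 158 bp from the TSS in E2 replicates 1, 2 and 3, at ranks 18750, 47159 and 29704. The E2 libraries therefore did not all share 1 site. Counting peaks in the gene body and 10 kb on each side instead, 8 of the 13 genes had a higher mean with E2 and 4 a lower one. Fbln7 then had 3.67 ± 1.53 peaks with E2 and 4.33 ± 1.15 with E2 plus fulvestrant (SD, n = 3). By that count Tgfb2 had 7.67 ± 0.577 peaks with E2 and 4.33 ± 0.577 with E2 plus fulvestrant, and Ccn3 had 3.33 ± 0.577 and 1.67 ± 0.577 (exact permutation p = 0.1, adjusted p = 0.8 for each). Of the 3 genes listed for E2 plus fulvestrant, 1 had a higher and 1 a lower mean with E2, and none separated the treatments.

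Greb1 (ENSMUSG00000036523.16, chromosome 12, 16670615 to 16800886, minus strand), singled out from the list after its values were seen, had 3 ± 1.73 peaks with E2, 2.33 ± 0.577 with E2 plus fulvestrant, 1.33 ± 0.577 with vehicle and 1.67 ± 0.577 with fulvestrant (SD, n = 3). In 10 of the 12 libraries its strongest peak contained an ERE and lay inside the gene, in E2 replicate 2 from 16760253 to 16760831, 3288 bp from the nearest annotated TSS. This peak ranked 685 in E2 replicate 2 and 3297 in E2 replicate 3. It ranked 1031, 817 and 739 in the E2 plus fulvestrant libraries, 4902, 5816 and 6805 in the vehicle libraries, and 7457 and 9750 in fulvestrant replicates 1 and 3. In E2 replicate 1 and fulvestrant replicate 2 the strongest peak of the gene was another one without an ERE, at ranks 7850 and 13566.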

Values the study reported

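The study reported 58 genes that were higher with E2 than with E2 plus fulvestrant in expression, ESR1 binding and chromatin accessibility alike. Expression was measured after a longer incubation than binding and accessibility. The share of reads in blacklisted regions was given as 1%–2.5%.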

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

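Of the tests in this part, the one without both libraries was chosen only after the result was seen. The mean length of sequence covered by peaks was lower with fulvestrant in the presence of E2 and higher in its absence. The difference of differences was −28.0 Mb (two-sided exact permutation p = 0.0433 over 369600 assignments of the 12 libraries). Peak number gave −40060 peaks for the same contrast (exact permutation p = 0.0844). Covered length fell from 49.0 ± 7.49 Mb with E2 to 29.6 ± 9.54 Mb with E2 plus fulvestrant, and it was 23.2 ± 7.46 Mb with vehicle and 31.9 ± 9.18 Mb with fulvestrant alone (SD, n = 3).

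Among technical explanations, E2 replicate 1 alone was excluded as the cause, since without it the difference was −26.8 Mb (exact permutation p = 0.0470). Fulvestrant replicate 2 alone stays open as the cause, since the difference without it, −22.8 Mb, was within the spread between libraries (exact permutation p = 0.146). Without both libraries it was −21.5 Mb (exact permutation p = 0.157). The contrast was 1 of 10 measures, and after adjustment over these its p was 0.271, so the difference may be a result of the number of measures tested. Relative depth gave a difference of differences of 22.5 points for the same contrast, within the spread between libraries (exact permutation p = 0.422), and does not decide whether depth contributes. An effect of fulvestrant on ESR1 binding that depends on E2 stays open and was not tested further.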

How the results depend on the processing

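The alternatives that used a q-value of at most 0.05, removed repeat-masked peaks or left out E2 replicate 1 and fulvestrant replicate 2 together, and every alternative of the ERE shares of libraries given E2 against those not given it, were chosen after seeing the data. Of the preset alternatives of the main comparisons, 216 kept their direction and their side of 0.05 or their size, 59 counts moved by over 1.5 times, 9 results were weaker, 5 stronger and 9 reversed. Of the added ones 81 were the same, 7 moved, 5 were weaker, 3 stronger and 3 reversed. The unchanged results include comparisons of 3 libraries with 3, which cannot reach 0.05 and could change only in direction. They also include replicate blocks, which leave the value unchanged by construction, so part of this stability was fixed in advance. Unless stated, the cause was not tested.

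The 4 pairwise ratios of peak number stayed above 1 under every alternative, in designs that cannot reach 0.05. For E2 against E2 plus fulvestrant the ratio ranged from 1.23 to 1.70 across fits that each left out one replicate, and from 1.11 without repeat-masked peaks to 2.25 with a −log10 q of at least 10 over the other alternatives. The ratio of E2 to the 9 other libraries fell to 1.22 without repeat-masked peaks (exact permutation p = 0.2), and ranged from 1.29 without E2 replicate 1 (exact p = 0.218) to 1.73 with one replicate left out. It was 1.65 without E2 replicate 3 (exact p = 0.0545), where fewer samples raise the smallest p. It rose to 2.17 and 2.57 with a −log10 q of at least 5 and 10 (exact p = 0.00455 each, the smallest possible) and to 1.74 in bases (exact p = 0.00909). It was 1.40 without both repeat-rich libraries (exact p = 0.0444) and 1.68 without fulvestrant replicate 2 (exact p = 0.0121). The difference of differences in peak number passed 0.05 with a −log10 q of at least 5 (−21062, exact p = 0.0498) or 10 (−13369, exact p = 0.0325) and in bases (−28032205, exact p = 0.0433). With all peaks it was −40060, and it was smaller without repeat-masked peaks (−13212, exact p = 0.303) and without both repeat-rich libraries (−14648, exact p = 0.362). Without E2 replicate 1 it was −26850 (exact p = 0.135) and without fulvestrant replicate 2 −27858 (exact p = 0.293).

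Removing repeat-masked peaks reversed the distal difference between E2 and E2 plus fulvestrant (−1.002 points) and the promoter difference (0.111 points). Against the 9 others it left 1.02 points for the distal share (exact p = 0.605) and −2.79 for the promoter share (exact p = 0.373). This step removed 59.4% of the peaks of E2 replicate 1. The promoter difference was also weaker with equal numbers of peaks (−3.43, exact p = 0.105) and without both repeat-rich libraries (−6.03, exact p = 0.0889). It was larger with a −log10 q of at least 5 (−17.9, exact p = 0.0136) and 10 (−18.5, exact p = 0.0409). The distal difference was 10.4 (exact p = 0.0182) and 10.8 (exact p = 0.0227) at these thresholds and 2.77 without both libraries (exact p = 0.0444). With one replicate left out, the distal difference ranged from 2.32 without E2 replicate 1 to 10.5, and the promoter difference from −11.2 to −5.24 without E2 replicate 1, with −10.04 without E2 replicate 3 (exact p = 0.0545).

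The difference in ERE share over all peaks between E2 and the 9 others had no stable direction. It was −0.513 and −1.28 with a −log10 q of at least 5 and 10, −0.0124 with no mismatch, −0.0791 with a q-value of at most 0.05, and ranged from −0.399 without E2 replicate 2 to 0.724 without E2 replicate 1. Libraries given E2 exceeded those not given it in every alternative, by 0.760 points in the main comparison. This excess was 1.36 with equal numbers of peaks (exact p = 0.0368), 0.9502 without both repeat-rich libraries (exact p = 0.00794), 1.19 and 1.93 with a −log10 q of at least 5 and 10 (exact p = 0.190 and 0.193) and 0.124 with no mismatch (exact p = 0.195). With one replicate left out it ranged from 0.619 to 1.09, the latter without E2 replicate 1 (exact p = 0.00216). That of the 1000 strongest peaks ranged from 13.3 to 19.7 points with one replicate left out and was 4.07 points with no mismatch (exact p = 0.0346), the lowest of its alternatives. The difference in ERE share between separating regions was weaker with no mismatch (−0.387, Fisher's exact p = 0.454) and without both repeat-rich libraries (−2.12, exact p = 0.0978), and ranged from −4.65 to −1.05 with one replicate left out, the latter without E2 plus fulvestrant replicate 2 (exact p = 0.221). It was larger with a −log10 q of at least 5 (−9.28, exact p = 0.00277) and 10 (−7.21, exact p = 0.0232). Similarity within treatments exceeded that between them with a −log10 q of at least 5 (0.0410, one-sided exact p = 0.0408) or 10 (0.0581, one-sided exact p = 0.0148). With one replicate left out the difference ranged from −0.00318 without E2 plus fulvestrant replicate 2 to 0.0259 without E2 replicate 2.

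Counts of regions moved with most choices. E2 and not E2 plus fulvestrant gave 721 and 885 regions with a −log10 q of at least 5 and 10, 199 with equal numbers of peaks, 4868 with at least 2 of 3 libraries and 3640 without both repeat-rich libraries. The opposite direction gave 38, 25, 276 and 1679 under the first 4 of these, 108 with at least 50% of a region covered and 336 with 500 bp windows. E2 and not vehicle gave 221 with equal numbers, 9059 with 2 of 3 and 7637 without both libraries. Vehicle and not E2 gave 1, 0, 175 and 627 under the first 4, 9 with 50% covered, 263 with windows and 12 with a q-value of at most 0.05. Fulvestrant and not vehicle gave 3043 with 2 of 3 and 1170 without both libraries. Vehicle and not fulvestrant gave 27, 3 and 1825 with a −log10 q of at least 5, of at least 10 and with 2 of 3, 58 with 50% covered, 125 with a q-value of at most 0.05 and 341 without both libraries. E2 and no other treatment gave 5 with equal numbers and 1753 without both libraries.

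With one replicate left out, E2 and not E2 plus fulvestrant ranged from 695 to 3510 regions and the opposite direction from 188 to 1209. E2 and not vehicle ranged from 950 to 7497 and vehicle and not E2 from 46 to 334. Fulvestrant and not vehicle ranged from 458 to 1340, vehicle and not fulvestrant from 338 to 1044, and E2 and no other treatment from 53 to 1492. A rule that needs fewer libraries admits more regions by construction; the highest counts for E2 came without E2 replicate 1.

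Single genes, compared as E2 minus E2 plus fulvestrant, changed direction often. Counted in the gene body and 10 kb on each side, Pgr had −1.33 peaks and Fbln7 −0.667. With one replicate left out, Pgr ranged from −0.333 to 2.67, Greb1 from −0.333 to 1.17, Adamts6 from −9.17 to 15.3, Efemp1 from −1 to 2 and Ltbp1 from −1.83 to 2.50. Piezo2 and Nrp2 each ranged from −0.167 to 1.33, Ncam1 from −0.167 to 0.833, Ccn3 from −0.167 to 1.83, Smad3 from −3.00 to 1.33 and Cdc7 from −3.83 to 1.17. In all 19 gene results reversed and 93 did not.

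Same-numbered libraries did not deviate together as a rule: over 18 pairs with the same number in different treatments the correlation of deviations averaged 0.00806 (from −0.156 to 0.217, with 3 above 0.1). The labels did not say whether a number marks a shared animal, culture or batch, so libraries were not treated as paired. With the replicate number as a block, the ratio of E2 to E2 plus fulvestrant stayed 1.48 by construction with an exact p of 0.25, the smallest possible, that of E2 to the 9 others had an exact p of 0.0469, and no call changed. Exchanging treatments within numbers gives 4 splits, of which 1 gave as many regions for E2 and E2 plus fulvestrant and 2 for each of the other pairs of treatments.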

Other observations

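The tests on fulvestrant replicate 2, the label swap, and the tests of the ERE share by depth, without 2 libraries and by GC content in 10 libraries were chosen only after the result was seen. The ERE share of the 1000 strongest peaks was itself chosen after seeing the data.

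E2 replicate 1 shared few bases with the other libraries. Lower depth as the whole cause predicts that its strongest peaks still lie where other libraries have peaks. The 10000 strongest did so for 62.4% on average, against 91.9% to 97.8% in the 10 libraries other than fulvestrant replicate 2, which excludes it. Signal in repeats is excluded as the whole cause, since without repeat-masked peaks its mean Jaccard index was 0.154, against 0.330 to 0.403. GC content is excluded too: among peaks of 45% to 55% GC, 7.30% on average lay in a region with a peak of another library, against 50.03% to 77.5%. A swap of the E2 and fulvestrant labels of this library and fulvestrant replicate 2 is excluded as the cause of the low sharing, since its mean index with the other fulvestrant libraries was 0.103, against 0.271 to 0.503 for pairs of the other 10 libraries. Whether the labels were swapped as well cannot be told apart from correct labels. Its index with the other fulvestrant libraries differed from that with the other E2 libraries by 0.000435, but among the other 10 libraries pairs of one treatment exceeded pairs of different treatments by only 0.0172, less than the spread of pairs (SD 0.0486). A wrong label of any other kind, contamination and a failed immunoprecipitation were not tested and stay open, and no biological explanation was tested, since the other E2 libraries received the same treatment.

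Fulvestrant replicate 2 showed the same features to a lesser degree. Of its 10000 strongest peaks 91.5% lay in a region with a peak of another library, below the lowest of the other 10 libraries (91.9%) by less than their SD. This is consistent with a lower depth, at 75.8% of the median library, which by itself predicts no excess of repeats. Signal in repeats was excluded as the whole cause by a Jaccard index of 0.245 without repeat-masked peaks, and GC content by an overlap of 27.7% among peaks of 45% to 55% GC. Both libraries also had more peaks at the lowest background level, 51.6% and 31.4% against 6.03% to 12.3% elsewhere, and their 1000 strongest peaks had a mean GC content of 71.7% and 69.1%, against 49.0% to 60.6%.

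A union of peaks over replicates would make E2 replicate 1 weigh heavily. Of the 109823 regions with a peak in any E2 library and in no E2 plus fulvestrant library, 76.3% had a peak in E2 replicate 1 and in neither other E2 library, against 6.66% and 12.6% for replicates 2 and 3 alone. Sites resembling the consensus of the PLAG family of zinc finger proteins were looked for because the study described PLAG1 motifs near distal ESR1 sites. They lay at 5.50% of distal summits of E2 replicate 1 and 4.57% of those of the other E2 libraries. The 10 libraries other than E2 replicate 1 and fulvestrant replicate 2 ranged from 4.47% to 5.55%, which includes the share of E2 replicate 1. Fulvestrant replicate 2 had 8.58%. In sequence 2 kb upstream of distal summits the share was 2.74% in E2 replicate 1, and 4.46% and 4.06% in E2 replicates 2 and 3. It was 4.35% in fulvestrant replicate 2. Against this background E2 replicate 1 had a larger excess at summits than E2 replicates 2 and 3. The GC content of the upstream sequence was not compared. Within 60% to 70% GC E2 replicate 1 differed from the other E2 libraries by −13.2 points (12.4% against 25.7%). At 40% to 50% GC E2 replicate 1 was also lower, with 1.29% against 2.96% and 3.25% in E2 replicates 2 and 3. It lay between these libraries at 50% to 60% GC (9.27% against 9.17% and 9.96%) and at 70% to 80% GC (38.5% against 37.0% and 44.1%). The higher share in E2 replicate 1 over all distal peaks may therefore follow from the GC content of its peaks. The lower share at 60% to 70% GC was not predicted, and means that GC content is not the whole difference between these libraries.

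The ERE share of the 1000 strongest peaks was 15.0 points higher in libraries given E2, and a lower share with E2 plus fulvestrant than with E2 was not detected (E2 minus E2 plus fulvestrant −10.6 points, exact permutation p = 0.5, with means of 28.5% and 30.0% without E2 replicate 1). Depth was excluded as the cause over the 10 libraries with few repeat-masked peaks, where the difference after a linear fit of the share on relative depth was 16.6 points (exact permutation p = 0.00794). Relative depth itself differed there by −1.87 points (exact permutation p = 0.508). The 2 libraries rich in repeat-masked peaks were excluded as well, since without them the difference rose to 18.4 points (exact permutation p = 0.00794). Within 45% to 55% GC the difference over all 12 libraries was 7.37 points (exact permutation p = 0.305). This cannot be told apart from no difference, because E2 replicate 1 and fulvestrant replicate 2 had only 15 and 21 such peaks. Their ERE shares, 6.67% and 52.4%, go the way a swap of their labels would, but rest on too few peaks to decide on one. In the other 10 libraries the difference was 18.0 points (38.8% ± 2.09 against 20.8% ± 0.904, n = 5 each, exact permutation p = 0.00794), which excludes GC content there. As a hypothesis, ESR1 may still be placed at EREs 1 hour after E2 when fulvestrant is present; read counts, which would measure occupancy, were not analysed here.

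Regions that separate treatments were set against other splits of the same libraries. For E2 and E2 plus fulvestrant, 5 of the 10 splits of the 6 libraries gave at least the 640 regions of the real split in both directions together. For E2 and vehicle 4 of the 10 splits gave at least 822, and for fulvestrant and vehicle 5 of the 10 gave at least 539. With 10 splits the share is never under 0.1. The shares found lay above this limit, and none of the real splits stood out from other groupings of the same libraries. Of 100 sets of 3 libraries, 24 gave at least the 52 regions found in all E2 libraries and no other, so that count may arise from grouping alone. The splits and sets all drew on E2 replicate 1 or fulvestrant replicate 2, which shared few bases with the other libraries. They were not repeated without these libraries. The higher region counts found without them were therefore not set against other groupings, and the splits do not decide on those counts.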
